A study of Homo sapiens with 21 samples.

How the data were processed

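RNA was sequenced from 21 libraries of IMR90, a line of human lung fibroblasts, in 7 groups of 3 libraries each. Per the labels, 6 groups were irradiated to induce senescence, transfected with siRNA at 5 nM on days 4 and 7 after irradiation and harvested on day 10, and libraries were made by poly(A) capture. The irradiated groups received the non-targeting siRNA NT3, the non-targeting siRNA NT4, or siRNA against CCND1, CDK4, CDK6, or CDK4 and CDK6 together. The proliferating group was neither irradiated nor transfected per the labels, so the effects of the 2 treatments cannot be separated in any comparison with it. The series description numbers the controls differently from the sample titles, whose names are used here. The labels give 1 siRNA name per target and no siRNA sequence, so effects of a reagent outside its target could not be separated from effects of the target.

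The deposited table holds 1 expression signal per gene and library, called normalised counts per the file headers. In every library each value was a whole multiple of a library-specific step, so each value is a read count that the authors divided by 1 size factor, and 100% of values returned whole reads. The table lists 16383 genes by Entrez ID up to 140467, and 19 of them have no symbol. Totals therefore cover the listed genes only. The aligner, read counter, genome build, annotation and size factor tool are not stated in the labels or headers, so no coordinates are given. How reads shared by similar genes (such as CXCL1 and its relatives) or by overlapping genes (such as CDKN2A and CDKN2B) were assigned is not stated either, so values of such genes are uncertain. Size factors recomputed by DESeq2 were 0.991 to 1.02 times the deposited ones.

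Libraries held 12892442 to 21822152 reads in the listed genes. For each library the 10 most abundant genes took 7.16 to 9.61% of the reads. Values of fewer than 10 reads carry large counting error, and read counts at such genes are given where they are named.

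Samples were grouped as in the labels. Table columns carry the group but no replicate number, so replicate numbers here follow the column order and serve as names only. Genes with a value of at least 10 in at least 3 libraries were tested, which left 11579 genes. The log2 of the value plus a pseudocount of 1 was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and a trended empirical Bayes variance shared by all 7 groups. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes within each comparison, with a threshold of 0.05. The 9 comparisons were the mean of NT3 and NT4 against proliferating cells, NT4 against NT3, each of the 4 knockdowns against the mean of NT3 and NT4, the departure of the dual knockdown from the sum of the CDK4 and CDK6 effects, CDK6 against CDK4 knockdown, and CCND1 against dual knockdown. Standard errors describe the spread between libraries of a group. Targeted genes were also compared by an exact two-sided permutation test over all 84 splits of 9 libraries.

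The named genes followed a rule with 3 parts. The first was a fixed panel of 25 genes of the cell cycle, senescence and its secretory phenotype. The second was, for each comparison between groups, the 3 largest rises and 3 largest falls among genes past the threshold whose libraries did not overlap between the arms and whose mean in the higher arm exceeded the median gene mean of 469.8. The third allowed at most 3 members of a gene set. Which panel genes are described at length was chosen after their values were seen. The 6 gene sets held S phase (E2F) genes, G2 and mitosis genes, genes of the senescence-associated secretory phenotype (SASP), interferon-stimulated genes, p53 targets, and matrix and contractile genes. Of the listed members, 8 were not among the table's genes, 6 of them in the G2 and mitosis set. Sets were tested with limma's camera at a preset correlation of 0.01, adjusted over 36 tests of 6 sets in 6 comparisons; tests of the sets in the other 3 comparisons were adjusted apart from these. A set score is the median over members of the log2 difference of a library from the mean of the 6 control libraries.

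Senescence genes were those past the threshold with an absolute log2 fold change over 1 for NT3 against proliferating cells, and knockdowns were then set against NT4, so that the 2 measures shared no library. These shifts were tested with an exact two-sided permutation test over 20 splits of 3 against 3 libraries, which cannot give a p-value below 0.1. Correlations between knockdown effects were taken across genes, which are not independent replicates. They are given beside 100 simulations of unchanged groups set against a shared simulated control, with genes drawn independently.

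The tests, groups, gene lists, the rule for named genes and most alternatives were chosen before the data were examined. Alternatives were pseudocounts of 0.1 and 10, no filter, a filter on a mean of 100, median centring, quantile normalization, a fit of the compared groups alone, NT3 or NT4 alone as control, an absolute log2 fold change over 1, leaving out each library in turn, and edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 on the recovered reads. The gene sets were also tested with fry and with an estimated correlation. Added after the data were seen were a term for the series of library numbers, calls made against each control alone, correction for GC content and transcript length, reads thinned to the shallowest library, and, for 2 results, NT3 or NT4 alone as control or single libraries left out. GC content and length came from GENCODE transcripts for 11503 genes (99.3% of those tested). Other packages were statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9.

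The pipeline was tested on simulated data with 200 changed genes among 11583. Limma recovered 95.5% of the changed genes with 12 false calls. For edgeR the values were 96.0% and 12 false calls, and for DESeq2 94.0% and 22. All sample columns of the table were used.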

Results

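Gene expression was measured by RNA sequencing in IMR90 fibroblasts that were proliferating, or senescent 10 days after irradiation and treated with siRNA. Each of the 7 groups had 3 libraries. Reads in the listed genes numbered 18823490, 15517239 and 18780719 for proliferating cells, 15086481, 21822152 and 12892442 for NT3 and 14111882, 16408194 and 16282500 for NT4. They numbered 15455036, 15529470 and 16939567 for CCND1 knockdown, 16777413, 15433553 and 16087695 for CDK4 knockdown, 16171628, 17592641 and 17022413 for CDK6 knockdown, and 15795510, 15466207 and 17044175 for dual knockdown. COL1A1 was the most abundant gene in all 21 libraries. The first principal component held 49.2% of the variance and separated proliferating libraries (-90.1 to -87.6) from the irradiated libraries (9.73 to 22.8). The second held 16.6%, with NT3 at 25.8 to 35.9, CDK4 knockdown at 17.8 to 19.7, NT4 at 11.6 to 15.3, CCND1 knockdown at -10.2 to -5.42, CDK6 knockdown at -24.7 to -21.4 and dual knockdown at -34.1 to -32.0. NT3 replicate 3 lay farther from its group mean (SD of log2 deviations 0.344) than NT3 replicates 1 and 2 (0.215 and 0.240).

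The targeted genes were examined first, as a check of the labels. In CCND1 knockdown, CCND1 (ENSG00000110092) had a normalised read count of 4633 ± 480 (SD, n = 3) against 39197 ± 8712 in the 6 non-targeting libraries, which left 11.8% (log2 fold change -3.05, SE 0.08, limma adjusted p = 1.18e-16). In CDK4 knockdown, CDK4 (ENSG00000135446) was at 108.1 ± 2.29 (SD, n = 3) against 1248 ± 82.9 (n = 6), which left 8.67% (-3.51, SE 0.06, limma adjusted p = 8.59e-21). In CDK6 knockdown, CDK6 (ENSG00000105810) was at 773 ± 54.7 (SD, n = 3) against 4706 ± 655 (n = 6), which left 16.4% (-2.59, SE 0.08, limma adjusted p = 2.08e-15). Dual knockdown left 9.41% of CDK4 (117 ± 4.41; -3.40, SE 0.06, limma adjusted p = 1.75e-20) and 20.6% of CDK6 (968 ± 34.4; -2.27, SE 0.08, limma adjusted p = 6.57e-15). All 5 differences gave an exact permutation p of 0.0119, the smallest that 84 splits can give, and the same value after adjustment over the 5 tests. A pseudocount of 10, NT3 or NT4 alone as control and each fit without 1 library kept these calls. With NT3 or NT4 alone as control, the CCND1 remaining was 14.4% or 10.0%, the widest such change among the 5.

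**Figure D1:**
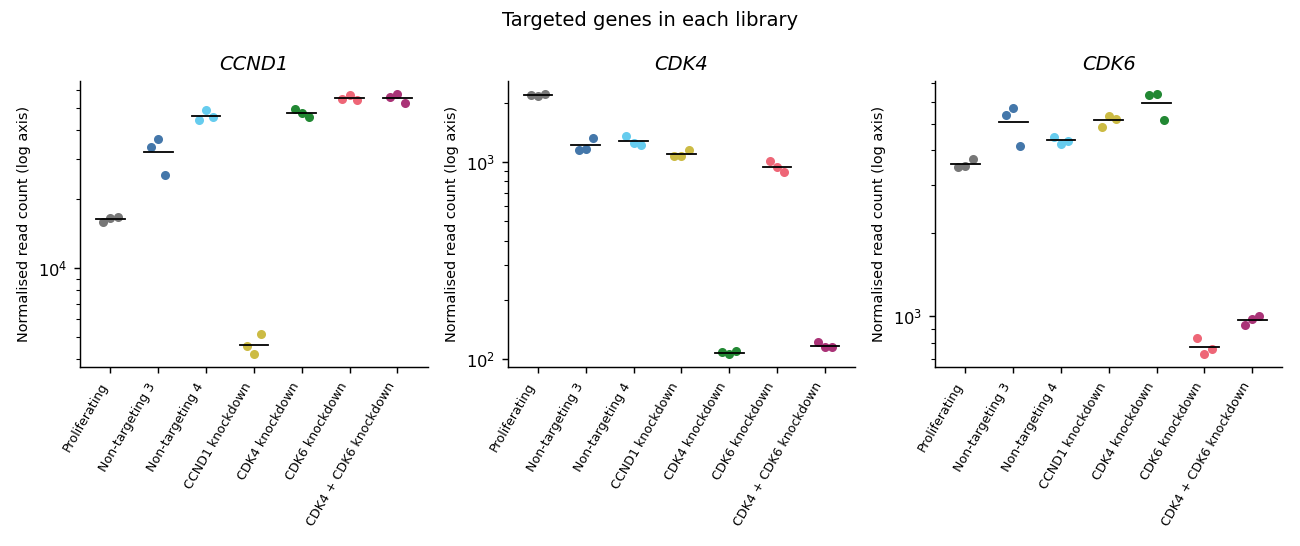
Normalised read counts of CCND1, CDK4 and CDK6 (log axis) in each of the 3 libraries of the 7 groups, with group means. Each targeted gene sits far below the controls in its own knockdown, at 8.67 to 20.6% of the control mean.

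The senescent controls were compared with proliferating cells to describe the senescent state that the knockdowns act on. Of 11579 genes, 7945 passed the limma threshold, 3769 higher and 4176 lower, and 2144 of them changed by more than 1 on the log2 scale. Median centring moved the median of all genes by 0.11 (log2) and gave 4614 higher and 3355 lower, so the share of higher calls went from 47.4% to 57.9% and depends on the scaling. The count itself moved most with the filter on fold change, to 2144. Libraries did not overlap between the arms at 6267 genes (54.1%), where chance gives 2.38%. Here and below, the largest changes are those among genes past the threshold whose libraries did not overlap and whose higher mean exceeded 469.8, ranked against the mean of both controls where both served. The largest rises were in C3 (2100 ± 818, SD, n = 6, against 4.27 ± 3.19, n = 3; log2 fold change 8.71, SE 0.32, limma adjusted p = 9.93e-16), OAS2 (746 ± 225 against 2.05 ± 1.84; 8.14, SE 0.34, 7.47e-15) and CXCL1 (756 ± 638 against 2.29 ± 2.15; 7.61, SE 0.46, 2.48e-12). Their proliferating libraries held 9, 3 and 2 reads of C3, 3, 0 and 4 of OAS2 and 3, 4 and 0 of CXCL1, so the sizes of these rises are imprecise. The largest falls were in LMNB1 (161 ± 33.3 against 2580 ± 144; -4.02, SE 0.15, limma adjusted p = 1.39e-15), MKI67 (665 ± 112.5 against 8163 ± 327; -3.63, SE 0.12, 2.32e-16) and NEURL1B (77.5 ± 9.05 against 944 ± 36.3; -3.60, SE 0.11, 5.56e-17). CDKN1A rose by 2.55 (SE 0.04, limma adjusted p = 3.93e-21), CCND2 by 5.01 (SE 0.05, 2.85e-25), CDKN2B by 1.21 (SE 0.08, 2.84e-11) and CCND1 by 1.23 (SE 0.08, 1.57e-11). CDKN2A was not past the threshold (0.14, SE 0.10, limma adjusted p = 0.241), and passed it under median centring (0.25) and quantile normalization (0.26). How reads of the overlapping CDKN2A and CDKN2B region were assigned is not stated, so both values are uncertain.

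The 2 non-targeting controls were compared with each other to measure what control siRNAs alone give. NT4 differed from NT3 at 3216 genes by limma, 1699 higher and 1517 lower, with 218 beyond 1 on the log2 scale. A fit of these 6 libraries alone gave 955 genes. Libraries did not overlap at 4043 genes (34.9%), where chance gives 10%. The largest rises in NT4 were in LAMA2 (570 ± 83.3 against 114.7 ± 34.2, SD, n = 3; log2 fold change 2.34, SE 0.15, limma adjusted p = 4.74e-10), SLC14A1 (509 ± 75.7 against 128 ± 12.4; 1.97, SE 0.13, 8.47e-10) and NPTX1 (4229 ± 190 against 1247 ± 241; 1.78, SE 0.09, 1.59e-11). The largest falls were in CXCL1 (228 ± 91.6 against 1284 ± 417; -2.51, SE 0.53, limma adjusted p = 0.00121), ANKRD1 (175 ± 27.7 against 809 ± 111.3; -2.20, SE 0.15, 8.47e-10) and IL6 (514 ± 147 against 2245 ± 649; -2.12, SE 0.27, 4.38e-06). Reads of CXCL1 can be shared with its close relatives, so its values are uncertain. CXCL8 fell by 1.60 (SE 0.30, limma adjusted p = 0.000469), IL1B by 1.47 (SE 0.26, 0.000289), and CCND1 was higher by 0.54 (SE 0.09, 2e-04).

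CCND1 knockdown was compared with the controls to measure the effect of the cyclin in senescent cells. By limma 3594 genes changed, 1930 higher and 1664 lower, and 182 of them by more than 1 (51 higher, 131 lower). Against NT3 alone 4424 genes changed and against NT4 alone 2235, and 1342 (37.3% of the 3594) passed the threshold against each control in the same direction. Libraries did not overlap at 2452 genes (21.2%; chance 2.38%). The largest rises were in LMOD1 (2172 ± 85.7, SD, n = 3, against 750 ± 138, n = 6; log2 fold change 1.55, SE 0.08, limma adjusted p = 4.37e-11), PITPNM3 (746 ± 37.4 against 289 ± 105.5; 1.46, SE 0.12, 1.04e-08) and OXTR (790 ± 61.4 against 330 ± 47.2; 1.27, SE 0.10, 6.3e-09). Their order was not fixed: over 14 alternatives these ran from 1.34 to 1.77, 0.97 to 1.94 and 1.13 to 1.41. Next to CCND1, the largest falls were in IFI44L (130 ± 25.8 against 540 ± 95.6; -2.06, SE 0.27, limma adjusted p = 7.31e-06) and OAS2 (230 ± 54.6 against 746 ± 225; -1.66, SE 0.34, 0.000906). With a pseudocount of 0.1 OAS2 was not past the threshold (-1.67).

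CDK4 knockdown changed 1854 genes by limma, 980 higher and 874 lower, and 40 of them by more than 1 (7 higher, 33 lower). Against NT3 alone 2962 genes changed and against NT4 alone 1342, and 541 (29.2% of the 1854) passed against each control in the same direction. Without CDK4 knockdown replicate 1 or 2 the count was 1175 or 1061, and a fit of the compared groups alone gave 787. Libraries did not overlap at 1292 genes (11.2%; chance 2.38%). Among the genes without overlap, the largest rises against the mean of both controls were in ADAMTS2 (1787 ± 151, SD, n = 3, against 991 ± 398, n = 6; log2 fold change 0.95, SE 0.08, limma adjusted p = 5.11e-08), IGF2BP3 (2502 ± 141 against 1401 ± 487; 0.91, SE 0.06, 6.05e-10) and AMMECR1 (741 ± 82.1 against 415 ± 19.5; 0.83, SE 0.08, 5.09e-07). The order depended on the control: against NT3 alone these were 1.503, 1.38 and 0.86, and against NT4 alone 0.40, 0.44 and 0.80. Next to CDK4, the largest falls were in TMEM132A (992 ± 135 against 2669 ± 368; -1.42, SE 0.10, limma adjusted p = 1.13e-09) and MXRA8 (1482 ± 206 against 3523 ± 284; -1.25, SE 0.06, 1.53e-11). CDK6 was higher by 0.35 (SE 0.08, limma adjusted p = 0.00471), and was not past the threshold against NT3 alone (0.24), in a fit of the compared groups alone (0.35) or without CDK4 knockdown replicate 2 (0.29).

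CDK6 knockdown changed 4853 genes by limma, 2444 higher and 2409 lower, and 465 of them by more than 1 (120 higher, 345 lower). Against NT3 alone 5365 genes changed and against NT4 alone 3546, and 2431 (50.1% of the 4853) passed against each control in the same direction. Libraries did not overlap at 3306 genes (28.6%; chance 2.38%). The largest rises were in LMOD1 (2794 ± 107.3, SD, n = 3, against 750 ± 138, n = 6; log2 fold change 1.92, SE 0.08, limma adjusted p = 6.34e-13), IRAG1 (3439 ± 103.8 against 974 ± 336; 1.90, SE 0.11, 1.49e-11) and CORIN (680 ± 73.7 against 199 ± 30.2; 1.78, SE 0.13, 1.08e-09). Their order was not fixed: over 14 alternatives these ran from 1.70 to 2.13, 1.45 to 2.36 and 1.66 to 1.90. The largest falls were in CXCL1 (59.8 ± 38.8 against 756 ± 638; -3.31, SE 0.46, limma adjusted p = 5.72e-06), CXCL8 (409 ± 227 against 3852 ± 2182; -3.15, SE 0.26, 5.58e-09) and CDK6 itself.

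Dual knockdown changed 5094 genes by limma, 2605 higher and 2489 lower, and 667 of them by more than 1 (56 higher, 611 lower). Against NT3 alone 5166 genes changed and against NT4 alone 4249, and 2733 (53.7% of the 5094) passed against each control in the same direction. Libraries did not overlap at 3279 genes (28.3%; chance 2.38%). The largest rises were in GALNT15 (1927 ± 49.2, SD, n = 3, against 616 ± 76.3, n = 6; log2 fold change 1.65, SE 0.08, limma adjusted p = 9.57e-13), PITPNM3 (799 ± 50.9 against 289 ± 105.5; 1.56, SE 0.12, 5.9e-10) and ADAMTS2 (2662 ± 171 against 991 ± 398; 1.53, SE 0.08, 4.36e-12). Their order was not fixed: over 14 alternatives these ran from 1.60 to 1.67, 1.07 to 2.04 and 0.98 to 2.08. The largest falls were in IFI44L (37.2 ± 1.64 against 540 ± 95.6; -3.81, SE 0.27, limma adjusted p = 3.16e-10), CXCL8 (296 ± 82.8 against 3852 ± 2182; -3.51, SE 0.26, 6.33e-10) and CDK4 itself.

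**Figure D2:**
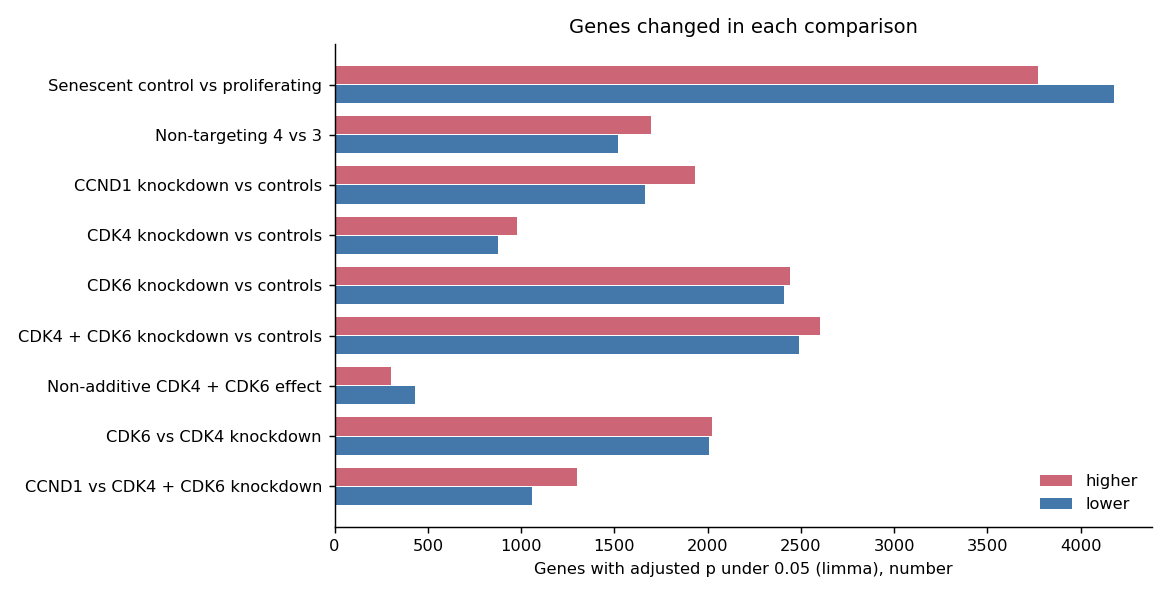
Number of genes with a limma adjusted p under 0.05 (horizontal axis) in each comparison, split into higher and lower. The 2 controls differ from each other at 3216 genes, more than the 1854 of CDK4 knockdown and fewer than the 5094 of dual knockdown.

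The dual knockdown was compared with the sum of the CDK4 and CDK6 effects to ask whether the kinases act independently. By limma 735 genes departed from the sum, 305 above and 430 below, and 126 of them by more than 1 (7 above, 119 below). With NT3 alone as control the count was 1899 and with NT4 alone 455. Leaving out single libraries gave 442 genes (without CDK4 knockdown replicate 1, and likewise without CDK6 knockdown replicate 3) to 1436 (without NT3 replicate 3). The departure was -2.64 for MKI67 (SE 0.19, limma adjusted p = 2.16e-08), -2.03 for KIF4A (SE 0.23, 7.33e-06), -1.68 for CCNA2 (SE 0.26, 0.000199) and -1.28 for LMNB1 (SE 0.23, 0.00132), and these calls were kept in all 14 alternatives.

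The knockdowns were also compared directly, without the shared controls. CDK6 and CDK4 knockdown differed at 4032 genes by limma, 2025 higher and 2007 lower in CDK6 knockdown, with 5986 genes (51.7%; chance 10%) whose libraries did not overlap. Next to the targets, IRAG1 (3439 ± 103.8 against 589 ± 43.6, SD, n = 3; log2 fold change 2.55, SE 0.12, limma adjusted p = 1.71e-12) and CEMIP (11055 ± 877 against 2333 ± 305; 2.25, SE 0.14, 1.53e-10) were higher in CDK6 knockdown. CXCL8 (409 ± 227 against 3324 ± 535; -3.15, SE 0.30, limma adjusted p = 5.71e-08) and TNFAIP3 (220 ± 61.6 against 1095 ± 126; -2.34, SE 0.22, 4.17e-08) were lower. CCND1 and dual knockdown differed at 2354 genes, 1298 higher and 1056 lower in CCND1 knockdown, with 4732 genes (40.9%; chance 10%) that did not overlap. Next to the targets, SERPINB2 was higher in CCND1 knockdown (1320 ± 137 against 272 ± 15.6; 2.27, SE 0.11, limma adjusted p = 7.15e-12). PDZD8 (305 ± 39.1 against 785 ± 21.5; -1.37, SE 0.11, limma adjusted p = 7.32e-09) and TNFRSF10D (4705 ± 178 against 9757 ± 512; -1.05, SE 0.09, 1.39e-08) were lower.

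The gene sets were tested to ask whether knockdown moved the cell cycle and secretory programmes of senescent cells. In senescent controls the median log2 fold change by camera was -2.18 for the 52 S phase genes (adjusted p = 2.88e-20), -2.83 for 44 G2 and mitosis genes (3.2e-22), 2.43 for 33 SASP genes (6.15e-14), 3.80 for 36 interferon-stimulated genes (3.5e-19) and 1.05 for 35 p53 targets (2.81e-14). The 26 matrix and contractile genes were not past the threshold (-0.19, adjusted p = 0.601). Between NT4 and NT3, SASP genes (-0.51, camera adjusted p = 7.53e-07), interferon-stimulated genes (-0.27, 0.00416) and matrix genes (0.23, 0.00513) differed, and S phase (-0.10, 0.0503), G2 and mitosis (-0.09, 0.138) and p53 genes (0.04, 0.0589) did not. CCND1 knockdown moved S phase genes by -0.46 (camera adjusted p = 3.08e-13), G2 and mitosis genes by -0.70 (1.39e-18), SASP genes by -0.58 (0.000277), interferon-stimulated genes by -0.91 (1.12e-15), p53 targets by -0.20 (0.0049) and matrix genes by 0.21 (4.51e-06). CDK6 knockdown moved them by -0.70 (2.16e-19), -0.83 (2.07e-17), -1.03 (5.67e-10), -1.36 (1.01e-14), -0.25 (0.000212) and 0.28 (0.000162) in the same order, by camera. Dual knockdown moved them by -1.17 (5.44e-28), -2.25 (8.09e-37), -1.04 (4.23e-11), -2.18 (2.74e-22), -0.31 (0.000854) and 0.54 (3.09e-08). CDK4 knockdown raised the G2 and mitosis genes by 0.33 (camera adjusted p = 5.5e-10). It did not pass for S phase (0.12, 0.0747), SASP (-0.11, 0.159), interferon-stimulated (-0.07, 0.249), p53 (0.07, 0.0532) or matrix genes (0.06, 0.211).

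Of the 27 camera calls among the 36 tests, 26 were also called by fry and 16 with an estimated correlation, and fry made 3 further calls. The 16 were the 5 calls in senescent controls, S phase, G2 and mitosis and p53 genes in CCND1 and CDK6 knockdown, and all sets but the matrix genes in dual knockdown. No set median changed sign under median centring or quantile normalization in these 36. The size of the matrix medians depended on the scaling. Quantile normalization left 0.10 in CCND1 knockdown, 0.14 in CDK6 knockdown, 0.24 in dual knockdown and 0 in CDK4 knockdown. The SASP result depended on the control: CCND1 knockdown moved the set by -0.80 against NT3 and by -0.27 against NT4, where it was not past the threshold. CDK4 knockdown moved it by -0.43 against NT3 and by 0.36 against NT4, past the threshold in both, in opposite directions. CDK6 and dual knockdown lowered it against either control (CDK6, -1.16 to -0.75; dual, -1.51 to -0.96, over all 6 alternatives). In the direct comparison of CDK6 with CDK4 knockdown the SASP median was -1.17 (camera adjusted p = 1.48e-07) and the G2 and mitosis median -1.18 (5.24e-25). Neither was tested with fry or an estimated correlation.

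Members past the limma threshold were counted over all genes tested and, in brackets, with p-values adjusted over the list alone. Of the 44 G2 and mitosis genes, 40 fell in CCND1 knockdown (42 changed when adjusted over the list alone), 43 in CDK6 knockdown (44) and 44 in dual knockdown (44), and 20 rose in CDK4 knockdown (27). Of the 33 SASP genes, 21 fell and 3 rose in CCND1 knockdown (27 adjusted over the list alone), 25 fell and 4 rose in CDK6 knockdown (31), 27 fell and 5 rose in dual knockdown (32), and 5 fell and 3 rose in CDK4 knockdown (8). Of the 36 interferon-stimulated genes, 34 fell and 1 rose in CCND1 knockdown (36 adjusted over the list alone), and 35 fell and 1 rose in CDK6 knockdown (36). In dual knockdown 35 fell and 0 rose (35). In CDK4 knockdown 0 changed (0), and 5 had an unadjusted p under 0.05. Of the 52 S phase genes, 30 fell in CCND1 knockdown (32 adjusted over the list alone), 50 in CDK6 knockdown (50) and 50 in dual knockdown (50), and 2 rose and 1 fell in CDK4 knockdown (3). Of the 35 p53 targets, 6 rose and 18 fell in CCND1 knockdown (24), 4 and 20 in CDK6 knockdown (25), 7 and 18 in dual knockdown (25) and 6 and 1 in CDK4 knockdown (8). Of the 26 matrix and contractile genes, 13 rose and 2 fell in CCND1 knockdown (16), 16 and 3 in CDK6 knockdown (20), 20 and 2 in dual knockdown (22) and 6 and 5 in CDK4 knockdown (12). Relative to proliferating cells, the median G2 and mitosis gene stood at 14.6% ± 0.80 (SD, n = 3) in NT3 and 14% ± 0.31 in NT4. It stood at 8.55% ± 0.76 in CCND1 knockdown, 17.8% ± 0.83 in CDK4 knockdown, 7.96% ± 1.6 in CDK6 knockdown and 2.88% ± 0.33 in dual knockdown.

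**Figure D3:**
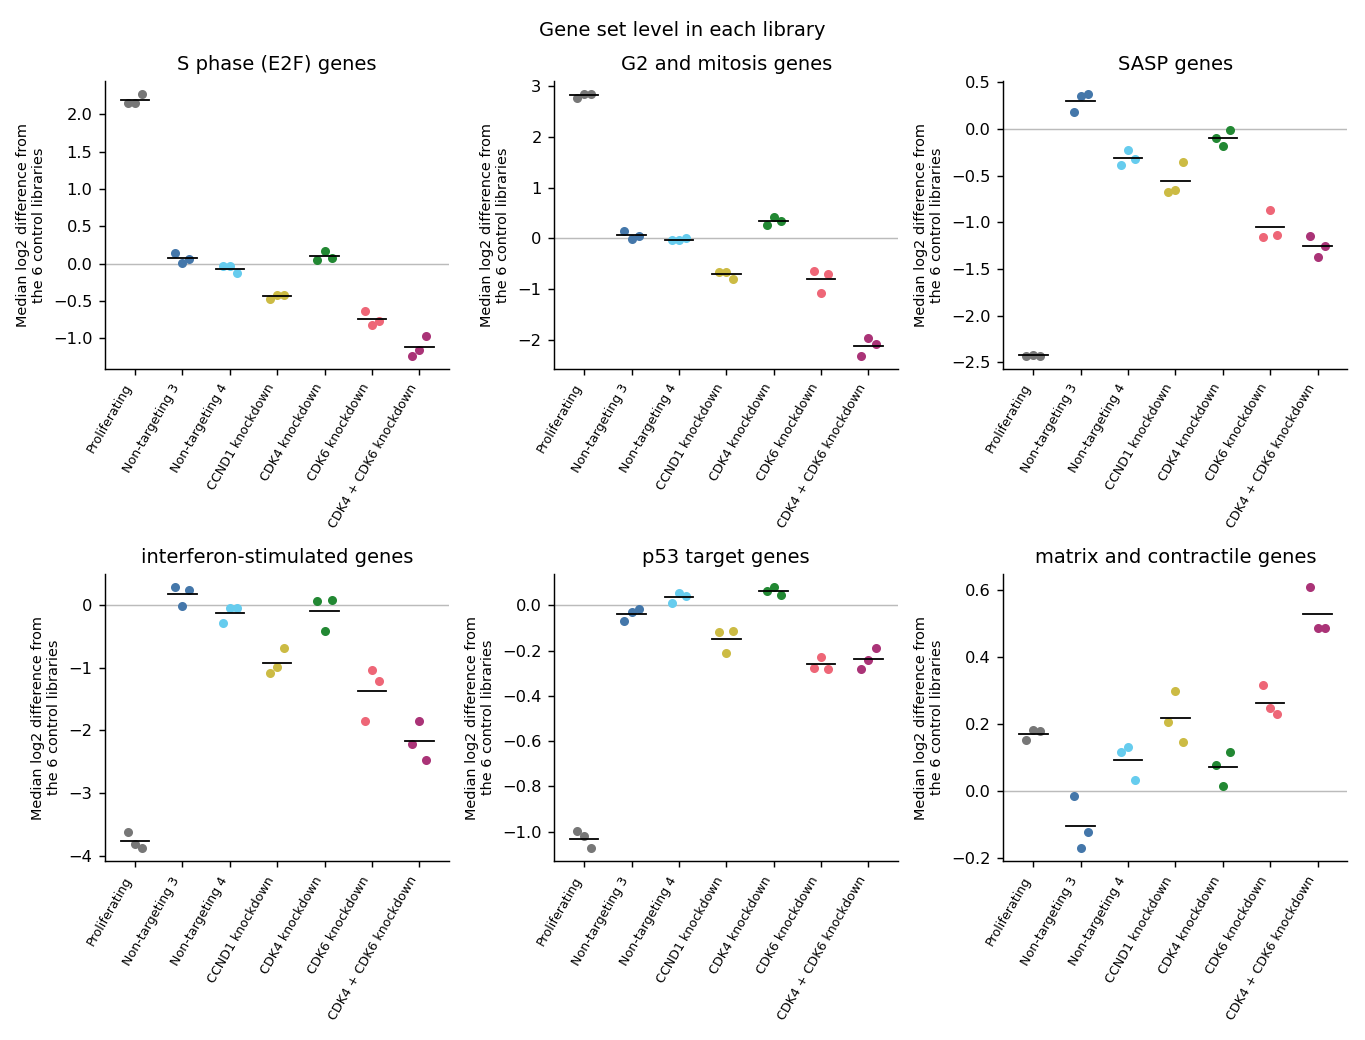
Median log2 difference of each gene set from the 6 control libraries (vertical axes), in each of the 3 libraries of the 7 groups. The G2 and mitosis score averages 0.34 in CDK4 knockdown and -2.12 in dual knockdown, and the SASP score averages 0.30 in NT3 and -0.31 in NT4.

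Of the 25 genes of the fixed panel, limma called 18 in CCND1 knockdown (18 adjusted over the list alone), 11 in CDK4 knockdown (12), 23 in CDK6 knockdown (23) and 24 in dual knockdown (24). IL6 stood at 74.9 ± 19.6 (SD, n = 3) in proliferating cells, 2245 ± 649 in NT3, 514 ± 147 in NT4, 627 ± 283 in CCND1 knockdown, 867 ± 182 in CDK4 knockdown, 275 ± 68.7 in CDK6 knockdown and 236 ± 21.1 in dual knockdown. Against the mean of both controls IL6 changed by -1.96 in CDK6 knockdown (SE 0.23, limma adjusted p = 7.98e-07) and -2.15 in dual knockdown (SE 0.23, 1.59e-07). These were -3.02 and -3.21 against NT3 alone and -0.89 and -1.08 against NT4 alone, all past the threshold. In CCND1 knockdown it changed by -0.83 (SE 0.23, limma adjusted p = 0.00962), but by 0.23 against NT4 alone. Without CCND1 knockdown replicate 1 or 2 it was not past the threshold (-0.64 or -0.67). IL1B changed by -3.38 in CDK6 knockdown (SE 0.23, limma adjusted p = 3.15e-10), -3.97 in dual knockdown (SE 0.23, 1.25e-11) and -0.98 in CCND1 knockdown (SE 0.23, 0.00253). The last was not past the threshold against NT4 alone (-0.25) or in reads thinned to the shallowest library (-0.98). CXCL8 changed by -1.28 in CCND1 knockdown (SE 0.26, limma adjusted p = 0.000805), also not past it against NT4 alone (-0.49). In CDK4 knockdown IL6 (-0.30, SE 0.23, limma adjusted p = 0.44), IL1B (-0.11, SE 0.23, 0.8) and CXCL8 (0.00, SE 0.26, 1) were not past the threshold. These depended on the control: IL6 changed by -1.36 and IL1B by -0.84 against NT3 alone, both past the threshold, and by 0.77 and 0.62 against NT4 alone, neither past it. CXCL8 changed by -0.80 against NT3 alone and 0.80 against NT4 alone, neither past it.

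Among cell cycle genes of the panel, MKI67 stood at 8163 ± 327 (SD, n = 3) in proliferating cells, 656 ± 175 in NT3, 674 ± 25.9 in NT4, 424 ± 8.0 in CCND1 knockdown, 988 ± 106.4 in CDK4 knockdown, 415 ± 57.4 in CDK6 knockdown and 98.5 ± 12.5 in dual knockdown. Its log2 fold change was 0.58 in CDK4 knockdown (SE 0.12, limma adjusted p = 0.00227) and -2.73 in dual knockdown (SE 0.12, 3.29e-13). KIF4A changed by 0.45 in CDK4 knockdown (SE 0.15, limma adjusted p = 0.0476), which was lost in 6 of 14 alternatives and, for example, without CDK4 knockdown replicate 3 (0.36), and by -2.51 in dual knockdown (SE 0.15, 2.83e-11). LMNB1 changed by -0.76 in CCND1 knockdown (SE 0.15, limma adjusted p = 0.000684), -1.29 in CDK6 knockdown (SE 0.15, 8.22e-07) and -2.35 in dual knockdown (SE 0.15, 7.21e-11). CDK2 changed by -1.04 in CDK4 knockdown (SE 0.07, limma adjusted p = 4.73e-10), -1.10 in CDK6 knockdown (SE 0.07, 4.41e-11) and -1.89 in dual knockdown (SE 0.07, 6.28e-15). CDKN1A changed by -0.49 (SE 0.04, limma adjusted p = 6.32e-08), -0.29 (SE 0.04, 1.33e-05) and -0.74 (SE 0.04, 1.51e-11) in the same order. CDKN2B changed by -0.77 in CCND1 knockdown (SE 0.08, limma adjusted p = 6.96e-07), -1.66 in CDK6 knockdown (SE 0.08, 4.07e-12) and -0.77 in dual knockdown (SE 0.08, 1.68e-07). CCND1 was higher by 0.53 in CDK6 knockdown (SE 0.08, limma adjusted p = 2.32e-05) and by 0.53 in dual knockdown (SE 0.08, 2.05e-05). Each of these rises was 0.80 against NT3 alone and 0.26 against NT4 alone, past the threshold in both. In CDK4 knockdown CCND1 was higher by 0.31 (SE 0.08, limma adjusted p = 0.0116). That rise was 0.58 against NT3 alone and 0.04 against NT4 alone, the last not past the threshold.

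**Figure D4:**
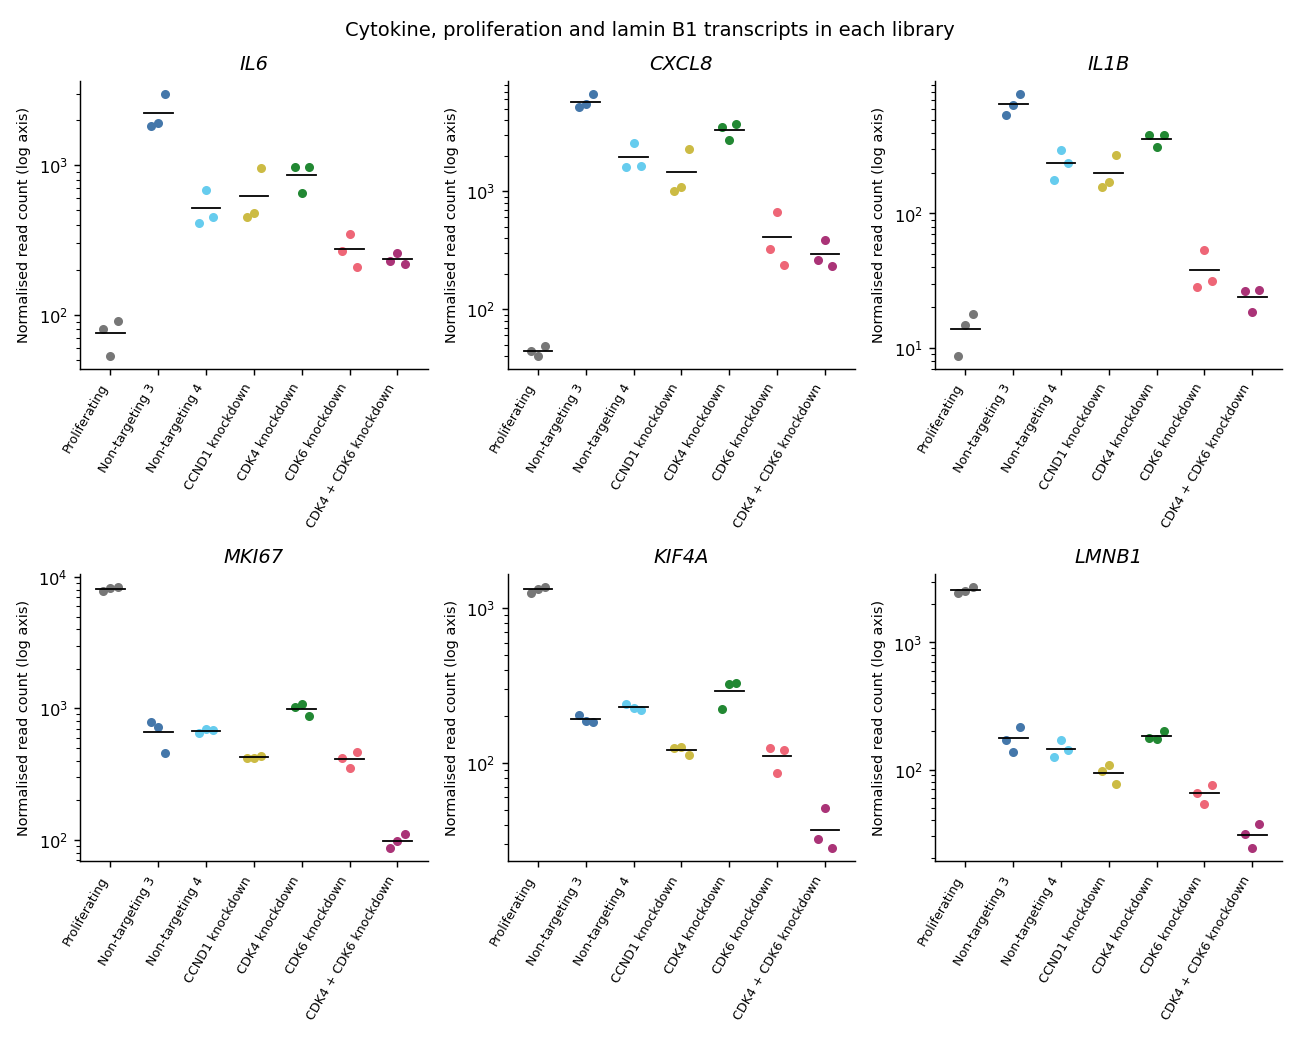
Normalised read counts of panel genes (log axes) in each of the 3 libraries of the 7 groups, with group means. IL6 averages 2245 in NT3 and 514 in NT4, and MKI67 averages 988 in CDK4 knockdown and 98.5 in dual knockdown.

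The genes that changed in senescence were followed to ask whether knockdown moved them back. NT3 against proliferating cells gave 1325 higher and 1050 lower genes. Against NT4, the higher genes shifted by a median of -0.11 ± 0.04 (log2, SD, n = 3) in CCND1 knockdown, -0.19 ± 0.04 in CDK6 knockdown and -0.28 ± 0.03 in dual knockdown, each with an exact permutation p of 0.1, the smallest possible. In CDK4 knockdown they shifted by 0.02 ± 0.03 (exact permutation p = 0.4). The lower genes also shifted down, by -0.08 ± 0.02 in CCND1 knockdown, -0.13 ± 0.02 in CDK6 knockdown and -0.26 ± 0.01 in dual knockdown (exact permutation p = 0.1 each), and by 0.01 ± 0.03 in CDK4 knockdown (exact permutation p = 0.6). A stricter definition of senescence genes, a log2 fold change over 2, moved the dual knockdown values most, to -0.66 for the higher and -1.21 for the lower genes in dual knockdown. With NT4 defining the genes and NT3 as control, the higher genes in CDK4 knockdown shifted by -0.10 ± 0.02 and the lower genes by 0.06 ± 0.01. Each of these 2 shifts had an exact permutation p of 0.1, so the CDK4 knockdown result depended on the control.

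Knockdown effects were correlated across the 11579 genes, which are not independent replicates, for 6 pairs. Unchanged groups simulated against a shared simulated control, with genes drawn independently, gave a mean Pearson r of 0.332 and at most 0.384. CDK6 with dual knockdown gave r = 0.776 (Spearman 0.748), CCND1 with CDK6 knockdown 0.726 (0.717) and CCND1 with dual knockdown 0.675 (0.654), above the simulated range. CDK4 knockdown gave 0.283 (0.361) with dual, 0.270 (0.296) with CCND1 and 0.172 (0.212) with CDK6 knockdown, below the simulated mean. Real effects dilute what a shared control adds, so a value below that mean does not show less likeness than between unchanged groups. Genes that vary together would widen the simulated range, so that range is no test of the higher values. With NT3 as control for one knockdown and NT4 for the other, the first 3 pairs gave 0.382 to 0.591 and the pairs with CDK4 knockdown -0.219 to 0.0893.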

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

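The tests in this part were chosen before their results were seen. Among them, thinned reads and each control alone for the departure from the sum were added after the data were seen. The effect of CDK4 knockdown differed between cells with and without CDK6 knockdown, tested as the departure of the dual knockdown from the sum of the 2 single effects. By limma this held for 735 genes. In a fit with NT3 and NT4 pooled as 1 group, 1 of 100 drawn splits of the libraries, the real one, gave as many genes (128, against at most 52 in the others). These splits mix all the groups at once, so the single knockdown effects enter the spread. They ask whether any group differs, and cannot decide whether the dual effect departs from the sum. The count depended on the control and on single libraries. It was 1899 with NT3 alone, 455 with NT4 alone, 442 without CDK4 knockdown replicate 1 or without CDK6 knockdown replicate 3, and 1436 without NT3 replicate 3.

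Among the gene sets, the departure was -0.528 (median log2) for S phase genes (camera adjusted p = 8.28e-18), -1.682 for G2 and mitosis genes (1.76e-60), -0.628 for interferon-stimulated genes (1.08e-09) and 0.148 for matrix and contractile genes (0.0386). These tests used the preset correlation alone, since fry and an estimated correlation were not run for the departure. By camera, an estimated correlation moved the G2 and mitosis adjusted p in dual knockdown from 8.09e-37 to 0.00265. The p-values of the departure may thus be too small. For the G2 and mitosis set, CDK4 knockdown alone moved the median library score by 0.323 (SE 0.048), and CDK4 knockdown on top of CDK6 knockdown moved it by -1.313 (SE 0.17). For S phase genes these effects were 0.098 (SE 0.043) and -0.384 (SE 0.095). For interferon-stimulated genes the library scores gave a departure of -0.697 with an SE of 0.351, so the spread between libraries was large. For matrix genes quantile normalization left 0.068 (SE 0.062), under 2 SE, so that departure depends on the scaling.

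Among the 25 panel genes, 11 departed from the sum by limma over all genes and 14 when adjusted over the list alone. The departure was below 0 for MKI67 (-2.64, SE 0.19), KIF4A (-2.03, SE 0.23), CCNA2 (-1.68, SE 0.26), LMNB1 (-1.28, SE 0.23), RBL1 (-0.88, SE 0.21), E2F1 (-0.62, SE 0.15) and MMP1 (-0.57, SE 0.11). It was above 0 for CDKN2B (0.89, SE 0.13), CDKN2A (0.67, SE 0.16), CDK4 (0.51, SE 0.09) and CCND2 (0.29, SE 0.08). For CDK4 itself, knockdown left similar levels with and without CDK6 knockdown (117.4 and 108.1), but CDK6 knockdown alone had already lowered it (-0.39, SE 0.06), so a departure arises from the lower start. Reads of CDKN2A and CDKN2B come from overlapping genes whose counting is not stated, so their values are uncertain. The calls for CCND2, E2F1 and RBL1 were lost in some alternatives. With NT3 alone as control CCND2 gave 0.18, and with NT4 alone RBL1 gave -0.59 and E2F1 -0.53. Among single libraries, leaving out dual knockdown replicate 2 gave 0.24 for CCND2, leaving out CDK6 knockdown replicate 1 gave -0.52 for E2F1 and leaving out CDK6 knockdown replicate 3 gave -0.76 for RBL1, none past the threshold.

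For the opposite effects on the G2 and mitosis set, library scaling is argued against, since the effect of CDK4 knockdown alone was at least 0.326 under median centring and quantile normalization and the effect on top of CDK6 knockdown stayed below 0. Unequal depth is argued against too, since in reads thinned to the shallowest library the departure was -9.4 times its SE. A changed share of cycling cells stays open. It predicts that the S phase set also rises with CDK4 knockdown alone, and that set moved by 0.098 (SE 0.043), just over 2 SE. The camera test of that rise had an adjusted p of 0.0747, and the S phase score in CDK4 knockdown (0.10 ± 0.06, SD, n = 3) lay within the spread of NT3 (0.07 ± 0.07), so this test is weak. A functional redundancy of the 2 kinases, effects of the siRNAs outside their targets, and the amount of each siRNA in the dual transfection also stay open and were not tested. Each explanation was weighed on the same data in which the pattern was found, so any reading of it, such as that either kinase alone may sustain the remaining mitotic expression, is a hypothesis.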

How the results depend on the processing

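Alternatives added after the data were seen were the series of library numbers, each control alone for calls in the same direction and for the departure from the sum, GC content and length, thinned reads, and single libraries left out of the correlations. No paired analysis was possible by replicate number because the table's columns carry no replicate numbers, so the fit with replicate number as a block was not run. The series of library numbers was fitted as a block in its place. The 6 irradiated groups follow each other 3 times in the library numbers. Deviations of libraries in the same series correlated at a mean of 0.0312, 0.00462 and 0.0322 (range -0.11 to 0.1), so the series was not taken to pair the libraries. Proliferating libraries lie outside the 3 series, so the senescence comparison could not be fitted with such a term. In the irradiated libraries a term for the series kept every count within 1.5 times. It left 2 of 83 values of named genes no longer past the threshold, KIF4A in CDK4 knockdown (0.455) and the CCND2 departure (0.287), with the same fold changes.

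The 5 targeted genes kept direction and threshold with a pseudocount of 10, with NT3 or NT4 alone as control and without each library in turn, the alternatives run for them. Of 407 values that answer a comparison, 316 were kept, 14 lost and 10 gained significance, 60 moved and 7 changed sign. Of 1362 values of named genes, 1327 were kept, 21 lost and 4 gained significance, and 10 changed sign. Counts of genes within 1.5 times the reported one ranged from 6481 to 8466 for senescence, 2999 to 3440 for NT4 against NT3, 3347 to 4424 for CCND1, 1342 to 2100 for CDK4, 3546 to 5365 for CDK6 and 3767 to 5334 for dual knockdown, 551 to 996 for the departure from the sum, 3633 to 4895 for CDK6 against CDK4 and 2125 to 3177 for CCND1 against dual knockdown. With edgeR the 9 counts were 7984, 3227, 3617, 1934, 4922, 5081, 765, 4120 and 2333, and with DESeq2 7996, 3401, 3703, 2100, 5023, 5096, 996, 4208 and 2494, with the departure from the sum in seventh place.

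A fold change filter over 1 left 2144 genes in senescence, 218 for NT4 against NT3, 182 for CCND1, 40 for CDK4, 465 for CDK6 and 667 for dual knockdown, 126 for the departure from the sum, 556 for CDK6 against CDK4 and 282 for CCND1 against dual knockdown, fewer by construction. Calls against each control alone in the same direction numbered 1342 for CCND1, 541 for CDK4, 2431 for CDK6 and 2733 for dual knockdown, also fewer by construction. The compared groups were also fitted alone, with NT3 and NT4 kept as separate groups and fewer libraries to estimate the spread. The counts were 955 for NT4 against NT3, 2269 for CCND1, 787 for CDK4 and 394 for the departure from the sum. For CDK6 against CDK4 and CCND1 against dual knockdown such fits gave more genes, 4895 and 3177. Fewer libraries alone therefore do not account for the lower counts. The comparisons with lower counts include NT3, and those with more genes do not. NT3 replicate 3 had the largest deviation of all libraries (SD 0.344). A variance shared by all groups averages over unequal spreads, so calls in comparisons with NT3 may be too many. CDK6 and dual knockdown, also set against NT3, stayed within 1.5 times. The cause of the lower counts was not tested. With NT3 alone as control CDK4 knockdown gave 2962 genes and the departure 1899. With NT4 alone CCND1 knockdown gave 2235 and the departure 455. The controls differ at 3216 genes, and which one is nearer to untransfected senescent cells was not tested.

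Among gene sets with NT3 alone, CDK4 knockdown passed the threshold for SASP (-0.43), interferon-stimulated (-0.218), p53 (0.102) and matrix genes (0.14), and CCND1 knockdown no longer did for p53 targets (-0.194). With NT4 alone CDK4 knockdown passed for S phase genes (0.135) and changed sign for SASP (0.362, past the threshold), interferon-stimulated (0.069) and p53 genes (-0.018), and CCND1 knockdown no longer passed for SASP genes (-0.267). The cause was not tested beyond the measured difference between the controls. Under fry the interferon-stimulated genes in NT4 against NT3 (-0.269) lost the threshold, and p53 genes in CDK4 knockdown (0.067) and NT4 against NT3 (0.042) and S phase genes in NT4 against NT3 (-0.098) passed it. With a pseudocount of 10, p53 genes in CDK4 knockdown (0.067) and S phase genes in NT4 against NT3 (-0.091) passed. The cause was not tested. With an estimated correlation, 11 calls lost the threshold at the same medians, as members of a set vary together: G2 and mitosis genes in CDK4 knockdown (0.334), interferon-stimulated genes in CCND1 (-0.909) and CDK6 knockdown (-1.358) and NT4 against NT3 (-0.269), SASP genes in CCND1 (-0.584) and CDK6 knockdown (-1.027) and NT4 against NT3 (-0.511), and matrix genes in CCND1 (0.212), CDK6 (0.283) and dual knockdown (0.541) and NT4 against NT3 (0.226).

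Senescence genes under knockdown moved with their definition. Genes higher in senescence, with NT4 defining them and NT3 as control, shifted by -0.217 in CCND1, -0.101 in CDK4 (a change of sign), -0.28 in CDK6 and -0.396 in dual knockdown, and lower genes by -0.143, 0.063, -0.237 and -0.341. With a senescence change over 2 on the log2 scale the higher genes shifted by -0.269, 0.072, -0.485 and -0.664 and the lower genes by -0.418, 0.184, -0.569 and -1.208. Median centring gave -0.128 and -0.199 for higher genes in CDK6 and dual knockdown and 0.035, -0.159 and -0.295 for lower genes in CDK4, CDK6 and dual knockdown. A pseudocount of 10 gave -0.203 for higher and -0.245 for lower genes in dual knockdown. The cause was not tested.

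Correlations of knockdown effects fell with disjoint controls, where no control library is shared and the difference between the controls enters the 2 effects with opposite sign. With NT3 for the first they were -0.18 for CCND1 and CDK4 (a change of sign), 0.435 for CCND1 and CDK6, 0.382 for CCND1 and dual, 0.0137 for CDK4 and CDK6, 0.0893 for CDK4 and dual and 0.505 for CDK6 and dual knockdown. With NT4 for the first they were 0.00474, 0.386, 0.422, -0.219, -0.0635 and 0.591 in the same order, with a change of sign for CDK4 with CDK6 and with dual knockdown. A mean of 100 or more gave 0.771 for CCND1 and CDK6, 0.704 for CCND1 and dual, 0.263 for CDK4 and dual and 0.81 for CDK6 and dual, and a pseudocount of 10 gave 0.756, 0.698, 0.297 and 0.80. The cause was not tested.

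Among named genes against NT4 alone, 3 changed sign: IL6 in CCND1 knockdown (0.235) and IL6 (0.767) and IL1B (0.624) in CDK4 knockdown, none past the threshold. Against NT3 alone IL6 (-1.358) and IL1B (-0.845) in CDK4 knockdown passed it. CXCL8 in CDK4 knockdown had a fold change of 0.00 and so no direction: it was -0.798 with NT3 alone, 0.80 with NT4 alone, -0.007 with DESeq2, -0.004 with edgeR and in thinned reads, -0.02 after correction for GC content and length, -0.002 with quantile normalization and -0.000 with a pseudocount of 10. Leaving out single libraries moved it from -0.092 to 0.138.

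Fits that each left out 1 library gave 597 values that answer a comparison: 549 were kept, 1 lost and 10 gained significance, 35 moved and 2 changed sign. Of 924 such values of named genes, 896 were kept, 22 lost significance and 6 changed sign, all 6 for CXCL8 in CDK4 knockdown. CDK4 knockdown gave 1061 (without its replicate 2) to 2694 genes (without NT3 replicate 3), and the departure from the sum 442 to 1436. In NT4 against NT3 the S phase median ran from -0.186 to -0.058, p53 targets from 0.028 to 0.076 and matrix genes from 0.164 to 0.266. The matrix call was lost without NT3 replicate 2 (0.204), S phase genes passed without NT3 replicate 2 (-0.186) or NT4 replicate 1 or 2 (-0.085 or -0.131), and p53 targets passed without NT3 replicate 3 (0.028) or NT4 replicate 1 (0.076). In CDK4 knockdown S phase genes ran from 0.072 to 0.137 (passing without NT3 replicate 1), interferon-stimulated genes from -0.156 to 0.041 (above 0 without CDK4 knockdown replicate 2), p53 targets from 0.046 to 0.086 (passing without NT3 replicate 3, NT4 replicate 3 or CDK4 knockdown replicate 3) and matrix genes from 0.032 to 0.112 (passing without CDK4 knockdown replicate 2).

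Across the same fits, genes higher in senescence shifted by -0.296 to -0.246 in dual knockdown, and lower genes by -0.003 (without CDK4 knockdown replicate 2) to 0.022 in CDK4, -0.168 to -0.119 in CDK6 and -0.278 to -0.239 in dual knockdown. Correlations ran from 0.226 to 0.339 for CCND1 and CDK4, 0.686 to 0.744 for CCND1 and CDK6, 0.644 to 0.685 for CCND1 and dual, 0.143 to 0.237 for CDK4 and CDK6, 0.258 to 0.317 for CDK4 and dual and 0.751 to 0.783 for CDK6 and dual knockdown. The cause was not tested. Depth limits genes near the floor, such as C3, OAS2 and CXCL1 in proliferating cells, whose fold changes rest on at most 9 reads per library.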

Other observations

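The tests in this part were chosen before their results were seen, except the share of senescence genes that moved against the senescence change in NT3, which was chosen after. Thinned reads and the correction for GC content and length were added after the data were seen. The 2 non-targeting controls differed at 3216 genes, more than CDK4 knockdown changed. A single divergent library is argued against as the whole source, since 2859 genes differed without NT3 replicate 3. Unequal depth is argued against, since 3067 genes differed in thinned reads, and GC content or length bias, since 3440 differed after correction for both. A stronger senescence programme under NT3 stays open as part of the difference. Of the genes that separate CDK4 knockdown from proliferating cells, the 1182 that rose were higher in NT3 than in NT4 by a median of 0.141, and SASP scores averaged 0.30 in NT3 and -0.31 in NT4. The 872 that fell differed by a median of -0.026 with members going both ways, which decides nothing. Of the senescence genes past the threshold between the controls, 30.5% moved against the senescence change in NT3 (90 of 311 that rose and 68 of 207 that fell). The 5% of false calls the adjustment allows holds over all genes tested, so it is no measure for this subset. The senescence change was taken from CDK4 knockdown against proliferating cells, so it also holds transfection and the CDK4 siRNA. This share therefore does not decide whether a stronger programme is the whole source. Effects of the siRNA sequences may account for the difference and were not tested. Only 10 splits of 3 against 3 libraries exist, and 1 of them, the real one, gave as many genes, so the share cannot go below 0.1 and the test cannot decide.

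Other splits of the libraries were counted for the other comparisons, in a fit of 1 mean per arm, so that NT3 and NT4 formed a single group and their difference entered the spread. For senescence, CDK6 and dual knockdown, 1 of 84 splits, the real one, gave as many genes. For CCND1 knockdown 2 of 84 did: the real split gave 956 genes and the split of the 3 NT3 libraries from the rest 1843. For CDK4 knockdown 3 of 84 did: the real split gave 180 genes, the NT3 split 1495 and the NT4 split 237. These control splits also hold the difference of the knockdown from that control, so they do not rank the siRNA against the knockdown. For CDK6 against CDK4 knockdown and for CCND1 against dual knockdown, 1 of 10 splits gave as many, which cannot decide.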
